A study of Mus musculus with 6 samples. Its data were reported in "Clonal tracing reveals diverse patterns of response to immune checkpoint blockade" (2020).

How the data were processed

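RNA-seq was performed on 3 groups of CT26 cells, a mouse colon carcinoma line: the parental line, and the lines B04 and B64, which were grown from single cells and resisted immune checkpoint blockade (ICB). Each group had 2 libraries, replicates A and B, and groups were taken from the sample titles. The titles describe the samples as tumours, whereas the study's methods describe RNA from cultured lines, so levels of leukocyte, endothelial and erythroid marker genes were measured as a description. The replicate letter also comes from the titles, which give no reason for it. Pairing by letter was therefore treated as an alternative and not as part of the model.

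The authors aligned paired reads to the mm10 genome with STAR and quantified genes with RSEM, per the study's methods. The deposited tables give an expected count per gene, which RSEM estimates by dividing reads that match several genes among them, so it need not be whole. The deposited tables also give TPM, a length-scaled transcript level, which the authors' RSEM run scaled by effective gene length and by the library total. RSEM length and effective length were read from the same deposited tables, and their difference was used as a measure of fragment length. The FPKM values were not used here. The annotation release is not stated. All 6 tables list the same 53801 genes by Ensembl identifier. Of these, 53620 identifiers (99.7%) matched a symbol in GENCODE M21, which was built on GRCm38, the same assembly as mm10. Coordinates below are from GENCODE M21 and count from 1.

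Expected counts were rounded to whole numbers and tested with DESeq2 (version 1.42.0, R 4.3.3), the tool named in the study's methods. All 6 libraries entered one fit with the group as its only term. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 in a Wald test with independent filtering, without a minimum fold change and without shrinkage. The quasi-likelihood test of edgeR (version 4.0.16) was run beside it with TMM factors and its default filter. Log2 fold changes are followed by their standard error (SE), and all adjusted p-values for single genes are from DESeq2 unless edgeR is named. TPM values are given as mean ± SD with n = 2. A group with at most 3 counts in each of its libraries was treated as being at the floor, and folds against it are given as at least the fold over that floor. These folds are not confidence limits, since the floor can equal an observed count and PCR copies of a molecule are not independent.

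Separation of the lines was measured on variance-stabilised counts of the 500 most variable genes, as the mean distance between lines over the mean distance within lines. An exact one-sided permutation test used the 15 splits of the libraries into 3 pairs. The agreement of the clones' changes was measured as a correlation across genes with a mean normalized count of at least 10, with each clone set against a different parental library. Gene sets were written down beforehand and tested with fgsea (version 1.28.0) on the Wald statistic with 100000 gene permutations, and 21 tests (7 sets in 3 contrasts) were adjusted together. A set's value is the median log2 fold change of its tested members.

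Named genes were fixed by rule before the data were examined. They are the genes that the study's text names for this experiment, Tgfb3 and Anxa1 from a figure on this experiment, and Cd274 and H2-K1, which relate to the proteins it compared by flow cytometry, with H2-D1 and B2m as other class I genes. They also include, for each clone, the 3 largest rises and 3 largest falls among called genes with a mean normalized count of at least 100 and no overlap between clone and parental libraries. For each gene set past the threshold, at most 2 members with the smallest adjusted p were added, fewer than the rule allowed. A further list of 38 genes holds those the study displayed or named for these lines.

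Alternatives fixed before the data were examined covered the test, normalization, low-count filters, the libraries in the fit, the replicate letter as a block, RSEM effective lengths as an offset, log2(TPM + 1) and log2(TPM + 0.1) with limma (version 3.58.1), thinning to the smallest library, thresholds and leaving out single libraries. A block for fragment-length class, and an offset for per-library trends with GC content and gene length, were chosen after seeing the data.

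The tests were checked on simulated counts drawn from the real means, dispersions and library sizes with 200 genes changed. DESeq2 recovered 190 of the 200 (95.0%) among 14554 genes tested, and 5.9% of its 202 calls were false. The edgeR test recovered 193 among 12408 genes tested, with 7.7% of its 209 calls false. The simulation set a minimum mean count of 50, so these recoveries need not hold for genes with lower counts. They also depend on the size of the simulated changes, which were all at least 2-fold, and need not hold for smaller ones. In the data, the median absolute log2 fold change of called genes was 0.41 in B04 and 0.42 in B64, each against the parental line. Groups of 2 libraries are too small for outlier tests or for a count of other splits of the samples.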

Results

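The transcription of ICB-resistant clones was compared with that of the parental line. Per the study, the parental line here was bulk CT26 cells recovered from tumours, to control for selection during engraftment. The mRNA levels were measured in 6 libraries of CT26 cells, 2 each from the parental line, line B04 and line B64. Each resistant line grew from a single cell, the parental line was a bulk population, and no ICB-sensitive clone was included. The p-values below describe the spread between libraries of a line and not between clones. Differences from the parental line may thus be ordinary differences of a clone and need not relate to resistance. Library totals ranged from 19409204 to 23472012 expected counts, a 1.21-fold range. The most abundant gene in each library, Eef1a1, took 1.0% to 1.11% of counts. The number of genes with a TPM of at least 1 ranged from 10970 to 11208 per library. Replicates were not copies of one library: the chi-square per degree of freedom between replicates was 7.17 in the parental line, 6.48 in line B04 and 5.33 in line B64, and it was between 26.44 and 41.35 for libraries of different lines. Endothelial markers summed to at most 0.2 TPM in any library. Erythroid markers summed to 0 and 1.53 TPM in the parental libraries, 0.47 and 2.28 in B04 and 2.13 and 2.45 in B64. Leukocyte markers summed to between 11.14 and 12.76 TPM in the parental and B04 libraries and to 40.31 and 36.7 TPM in B64, mostly through Cd68, while Ptprc did not exceed 0.01 TPM in any library.

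The libraries also differed in fragment length, which did not follow the lines alone. The difference between gene length and effective length was 277.3 and 276.6 bases in the parental libraries and 271.8 bases in B04 replicate A. It was 225.2 bases in B04 replicate B, and 220.8 and 246.2 bases in the B64 libraries. The parental line thus had long fragments only and line B64 short fragments only, so fragment length and line cannot be told apart between them except through the B04 libraries. TPM differed between these libraries in ways that counts did not. For Gapdh, TPM was 3533.58 and 3523.38 in the parental libraries and 3872.54 in B04 replicate A, against 6763.41 in B04 replicate B and 6858.32 and 5699.93 in the B64 libraries, while its expected counts ranged only from 63613 to 70668. Its effective length was 844.88 to 901.53 bases in the long-fragment libraries and 569.7 to 663.42 bases in the short-fragment ones. Shorter fragments alone would raise effective length, so they do not explain this fall, and its cause was not tested.

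Principal component analysis placed the libraries by line, with 51.8% of variance on component 1 and 37.6% on component 2. The mean distance between lines was 2.56 times that within lines. This was the highest ratio among the 15 splits into 3 pairs (exact permutation test, one-sided, p = 0.067, the smallest p this design allows, so 0.05 cannot be reached). The ratio was lowest, 1.14, on log2(TPM + 0.1) values, and it was 3.35 with the replicate letter removed as a replicate block. Removing the letter takes out the mean difference between replicates. This tends to shrink distances within lines even if the letter means nothing, so the rise to 3.35 does not show a sharper separation.

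**Figure D1:**
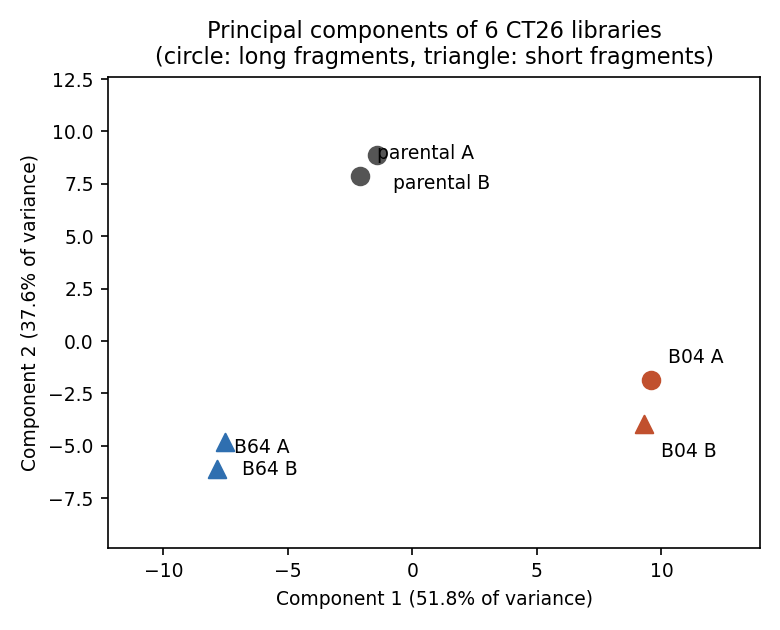
Principal components of the 6 libraries from variance-stabilised counts of the 500 most variable genes, with component 1 (51.8% of variance) on the horizontal axis and component 2 (37.6%) on the vertical axis. Each point is a library, colours mark lines and shapes mark long or short fragments. Replicates of a line lie closer to each other than to any other line.

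To ask which genes distinguish line B04 from the parental line, 13218 genes were tested and 3181 were called, of which 1477 were higher and 1704 lower in B04. In 3179 of them, both B04 libraries lay on one side of both parental libraries. A fold change of at least 2 was seen for 471 called genes. The edgeR quasi-likelihood test called 4281 genes, 3158 of them shared. With the replicate letter as a replicate block, 2655 genes were called, 2634 of them shared. Same-lettered libraries deviated together only weakly, with correlations across genes of 0.11 between the parental line and B04, 0.01 between the parental line and B64, and -0.05 between B04 and B64. With fragment-length class as a block, 1596 genes were called. Either block takes the same degrees of freedom from the fit, but only B04 has libraries of both classes. The class term thus rests on the B04 libraries alone. B04 is then compared with the parental line through replicate A, so this fit is less precise than the replicate block. Limma on log2(TPM + 1) called 1966 genes and moved the share that was higher in B04 from 46.4% to 67.7%.

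Line B64 differed from the parental line in 2157 of 13218 genes, 1172 higher and 985 lower. The edgeR test called 3038 genes, and 1716 were called with the replicate block. With fragment-length class as a block 340 genes were called and the share of higher genes moved from 54.3% to 68.8%. Limma on log2(TPM + 1) called 1258 genes, 68.8% of them higher. Compared directly, lines B64 and B04 differed in 3118 of 12855 genes, 1690 higher and 1428 lower in B64, with 4201 called by edgeR, 2638 with the replicate block and 1625 with fragment-length class as a block. Limma on log2(TPM + 1) called 2054 genes here, and the majority changed sides, with 974 higher and 1080 lower in B64.

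To ask whether the resistant lines changed the same genes, their log2 fold changes were correlated across 11996 genes, which are not independent replicates. With a separate parental library for each clone, Pearson's r was 0.37 and 0.38 for the 2 assignments of parental libraries, and Spearman's rho was 0.26 for both. With the same parental libraries for both clones r was 0.51. Separate libraries remove only the noise of a shared library. Both changes are still measured from the same parental line, whose own expression adds a positive correlation. These correlations therefore cannot tell changes shared by the clones from features of the parental line. Of the genes called in each clone, 1099 were called in both. Both sets of calls used the same parental libraries, whose own deviations add shared calls in the same direction, so this overlap and its directions have no separate control. Among these genes, 443 were higher in both lines, 445 were lower in both and 211 moved in opposite directions.

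The genes that the study named or displayed in a figure for line B04 were measured next. Arhgap30 (ENSMUSG00000048865, chromosome 1, 171388954 to 171410298, protein coding) had 3192 and 2757 counts in the B04 libraries, 0 and 3 in the parental libraries and 2 and 2 in the B64 libraries. Its log2 fold change in B04 against the parental line was 10.98 (SE 0.84, DESeq2 adjusted p = 1.36e-36), or 1010-fold over the floor of 3 counts. Tgfb3 (chromosome 12, 86056745 to 86079041) rose from 4.77 ± 0.19 to 26.3 ± 0.70 TPM (SD, n = 2), a log2 fold change of 2.40 (SE 0.13, DESeq2 adjusted p = 7.23e-76). Tmem176b (chromosome 6, 48833818 to 48841496) rose by 1.09 (SE 0.07, adjusted p = 4.53e-47). Smaller rises were seen for Nr3c1 (chromosome 18, 39410545 to 39519421), which encodes the glucocorticoid receptor, at 0.52 (SE 0.07, adjusted p = 6.81e-11), and for Anxa1 (chromosome 19, 20373428 to 20390944) at 0.50 (SE 0.05, adjusted p = 3.0e-18). Slurp1 (chromosome 15, 74724318 to 74728034) rose by 3.93 (SE 0.70, adjusted p = 3.28e-07) from a low level of 5 and 4 counts in the parental libraries.

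For line B64 the study named interferon-related genes. Irf7 (chromosome 7, 141262706 to 141266481) was at 42.4 ± 0.81 TPM in the parental line (SD, n = 2) and rose in B64, by a log2 fold change of 1.21 (SE 0.09, DESeq2 adjusted p = 1.89e-38). H2-T23 (chromosome 17, 36029773 to 36032855) rose by 1.29 (SE 0.20, adjusted p = 1.69e-09), Irf8 (chromosome 8, 120736358 to 120756694) by 1.06 (SE 0.32, adjusted p = 0.00889), Ifit1 (chromosome 19, 34640871 to 34650009) by 0.71 (SE 0.15, adjusted p = 2.23e-05) and Stat2 (chromosome 10, 128270559 to 128292849) by 0.51 (SE 0.12, adjusted p = 0.00038). With fragment-length class as a block, Irf7 stayed past the threshold (log2 fold change 1.38, adjusted p = 5.83e-12). The fold changes of H2-T23, Irf8, Ifit1 and Stat2 were then 1.0, 1.02, 0.72 and 0.50, with adjusted p-values of 0.264, 0.886, 0.403 and 0.558. Ifit1 and H2-T23 have near-identical family members with which reads can be shared, so their levels are uncertain.

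**Figure D2:**
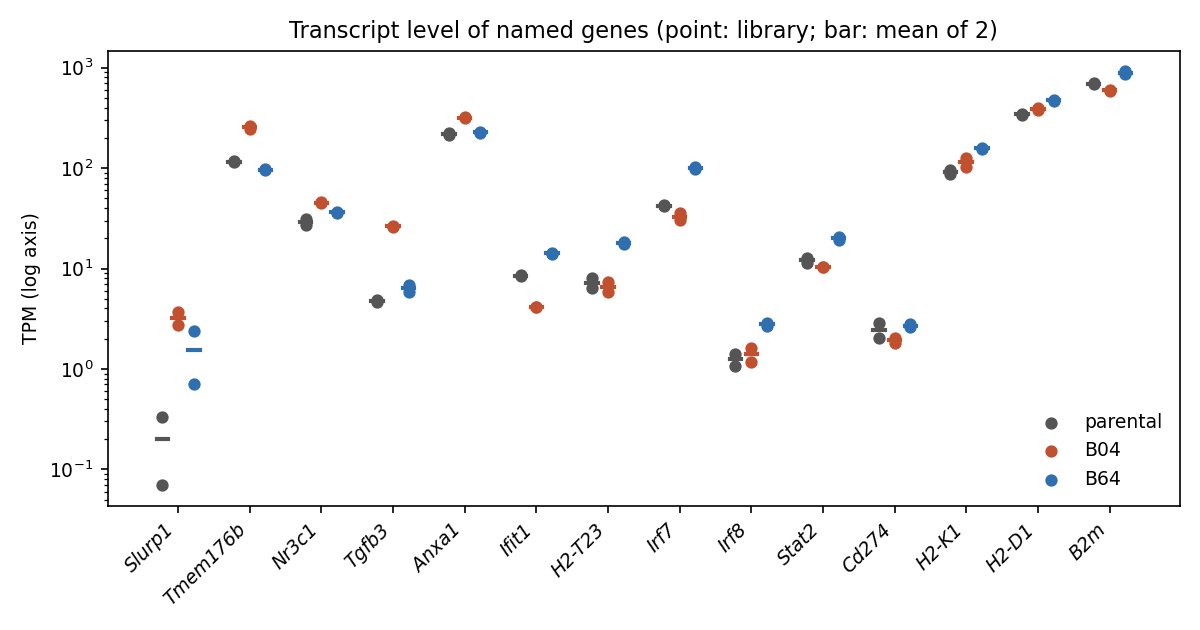
TPM on a log axis for genes named or displayed for this experiment other than Arhgap30, and for Cd274 and class I genes, with a point for each library, a bar for the mean of 2 libraries and a colour for each line. Tgfb3 had a mean of 26.3 TPM in B04 and 4.77 in the parental line, and Irf7 had 42.4 in the parental line and was higher in both B64 libraries.

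The study compared PD-L1 and MHC class I protein by flow cytometry, with an antibody to H2-Kd for class I. Cd274 and H2-K1 relate to these proteins, and H2-D1 and B2m are other class I genes listed with them. Cd274, which encodes PD-L1, did not pass the threshold against the parental line in B04 (log2 fold change -0.39, SE 0.25, DESeq2 adjusted p = 0.290) or in B64 (0.12, SE 0.25, adjusted p = 0.844). Without parental replicate A the Cd274 values were -0.17 in B04 and 0.34 in B64. Without parental replicate B they were -0.59 and -0.08. The Cd274 estimates are thus imprecise and do not exclude a difference. H2-K1 was higher in B64 by 0.75 (SE 0.09, adjusted p = 3.41e-15), H2-D1 by 0.44 (SE 0.06, adjusted p = 4.53e-12) and B2m by 0.41 (SE 0.06, adjusted p = 2.51e-09). In B04, H2-K1 was higher by 0.26 (SE 0.09, adjusted p = 0.0189), B2m fell by 0.24 (SE 0.06, adjusted p = 0.0013) and H2-D1 did not pass the threshold (0.13, SE 0.06, adjusted p = 0.0918). With fragment-length class as a block, the adjusted p was 0.224 for B2m in B64 and 0.538 for H2-K1 in B04. H2-K1 in B04 also did not pass with the effective-length offset (0.111) or limma on log2(TPM + 1) (0.0788), and B2m in B04 did not pass with limma on log2(TPM + 1) (0.0506). The H2 genes share sequence with each other, so their counts are uncertain. CT26 cells match Balb/c mice and no Balb/c genome was used. Strain differences may therefore also affect the counts of H2 genes, H2-T23 included, which was not tested.

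Of the 38 genes that the study displayed or named, 38 were past an adjusted p of 0.05 in the stated direction, both over all genes tested and over the list alone. As the list was drawn from these data, this compares the files with the study and shows no stability.

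Among abundant genes, the largest rises in B04 after Arhgap30 were Pax5 (5.23, SE 0.44) and Ces2g (4.63, SE 0.34). The largest falls in B04 were Fcho1, which had 0 counts in both B04 libraries and was at least 11.5-fold lower, Pbxip1 (-6.21, SE 0.77) and Miga1 (-4.34, SE 0.29). In B64 the largest falls were Il2rg (-5.01, SE 0.41), Col3a1 (-4.49, SE 0.22) and Il1rap (-2.67, SE 0.30). The largest rises in B64 were the processed pseudogenes Gm10259, at least 199-fold higher, and Rpl30-ps9, followed by Ptpn7 (5.21, SE 0.29). Gm10259 and Rpl30-ps9 followed fragment length and not the line. Gm10259 had 0 counts in both parental libraries and in B04 replicate A, but 991 in B04 replicate B and 645 and 377 in the B64 libraries. Rpl30-ps9 likewise had 0 counts in those 3 libraries, 390 in B04 replicate B and 172 and 391 in the B64 libraries. Neither gene was called with the replicate block (adjusted p = 0.0774 and 0.128).

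Gene sets were tested for the processes that the study reported. In B04, cholesterol biosynthesis genes had a median log2 fold change of 0.42, with 22 of 24 higher, and DNA replication genes 0.27, with 49 of 55 higher. Ribosome biogenesis genes had a median of -0.19, with 16 of 84 higher. Each had an adjusted p of 6.43e-05 (fgsea gene permutation test), the smallest these permutations could give, and 6.81e-05 with the replicate block. Their normalized enrichment scores were 2.37, 2.33 and -2.36, and both B04 libraries lay beyond both parental libraries in each set. Sqle, Acat2, Mcm7, Lig1, Wdr75 and Imp4 were the leading members, with log2 fold changes of 0.82, 1.06, 0.55, 0.71, -0.64 and -0.62. Glucocorticoid response genes, listed without Tgfb3 and Anxa1, did not pass the threshold in B04 (median 0.08, adjusted p = 0.576, and 0.628 with the replicate block), nor in B64 (median 0.14, adjusted p = 0.0719). MHC class I presentation genes had a median of 0.23 in B04 with an adjusted p of 0.0680, which was 0.00876 with limma's cameraPR test, 0.0400 with edgeR statistics and 0.252 when ranked by log2 fold change. Interferon response genes were lower in B04, with a median of -0.21 and an adjusted p of 0.0079, which was 0.376 when genes were ranked by log2 fold change. They were led by Usp18 (-1.15) and Isg15 (-0.67).

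In B64, interferon response genes had a median log2 fold change of 0.69, with 65 of 67 higher, and MHC class I presentation genes 0.42, with 17 of 18 higher, both with an adjusted p of 6.43e-05, again the smallest possible in this permutation test. Ifitm3 (0.77) and Tapbp (0.84) were the members added to the named genes for these sets. Irf7, an interferon-related gene named above, had a smaller adjusted p (1.89e-38) than Ifitm3 (1.57e-37, both DESeq2). Cholesterol biosynthesis genes were also higher in B64 (median 0.21, adjusted p = 6.43e-05, and 0.0582 when ranked by log2 fold change). Without the genes the study displayed, their median in B64 was only 0.05 (adjusted p = 0.00119 in the same permutation test). It was 0.29 without B64 replicate A and 0.14 without B64 replicate B. Growth factor binding genes were enriched among lower genes (normalized enrichment score -2.32, adjusted p = 6.43e-05), although their median was only -0.10 and 18 of 43 were higher. Without the genes the study displayed, their median was -0.03 (adjusted p = 0.00492 in the same permutation test). Col1a1 went from 9.60 ± 0.43 TPM in the parental line to 1.74 ± 0.37 in B64 (SD, n = 2). Ribosome biogenesis genes had a median of -0.04 with an adjusted p of 0.00971, which was 0.723 when ranked by log2 fold change. They were led by Imp4 (-0.44) and Nop58 (-0.32). DNA replication genes did not pass the threshold in B64 (median -0.02, adjusted p = 0.163). With the replicate block the adjusted p of interferon response, MHC class I presentation and growth factor binding genes was 6.81e-05.

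The sets were recomputed among libraries of one fragment-length class. Among long-fragment libraries, DNA replication genes had a median of 0.27 in B04 replicate A relative to the parental line, and cholesterol biosynthesis genes 0.41. Among short-fragment libraries, interferon response genes had a median of 0.86 in B64 relative to B04 replicate B. No parental library had short fragments, so B64 could not be compared with the parental line within a class.

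**Figure D3:**
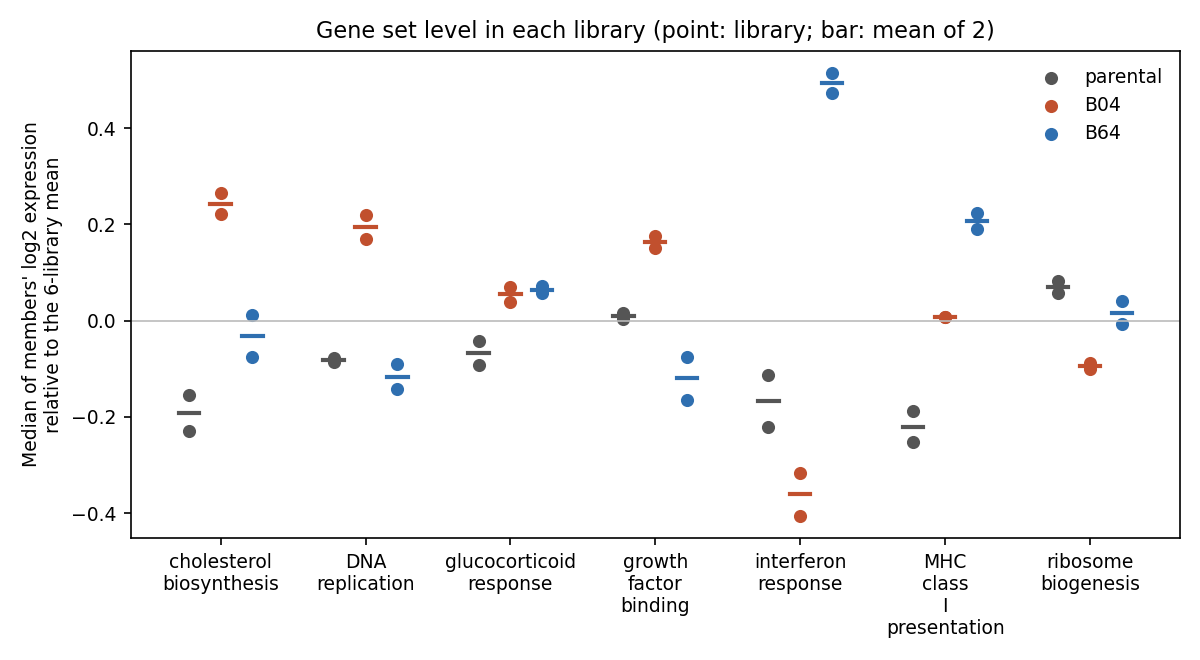
Level of each gene set in each library, as the median over members of log2 expression relative to the mean of the 6 libraries (vertical axis), with a point for each library, a bar for the mean of 2 libraries and a colour for each line. Interferon response genes were at 0.515 and 0.473 in B64 and at -0.316 and -0.406 in B04.

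Expression relative to the parental line was also summarised by position, in windows of 100 consecutive expressed genes with GC content and length trends removed. On chromosome 3, the window from 5560188 to 53692878 had a median log2 ratio of -0.30 and -0.35 in the B04 libraries and -0.02 in both B64 libraries. On chromosome 6, the window from 87628424 to 115762410 had medians of -0.31 and -0.32 in the B64 libraries and -0.05 and -0.10 in the B04 libraries. Both lines were lower in the window on chromosome 1 from 4773206 to 43098637, with medians of -0.24 in B04 and -0.23 in B64. Both were higher in the window on chromosome X from 6399854 to 49288259, each with a median of 0.23.

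**Figure D4:**
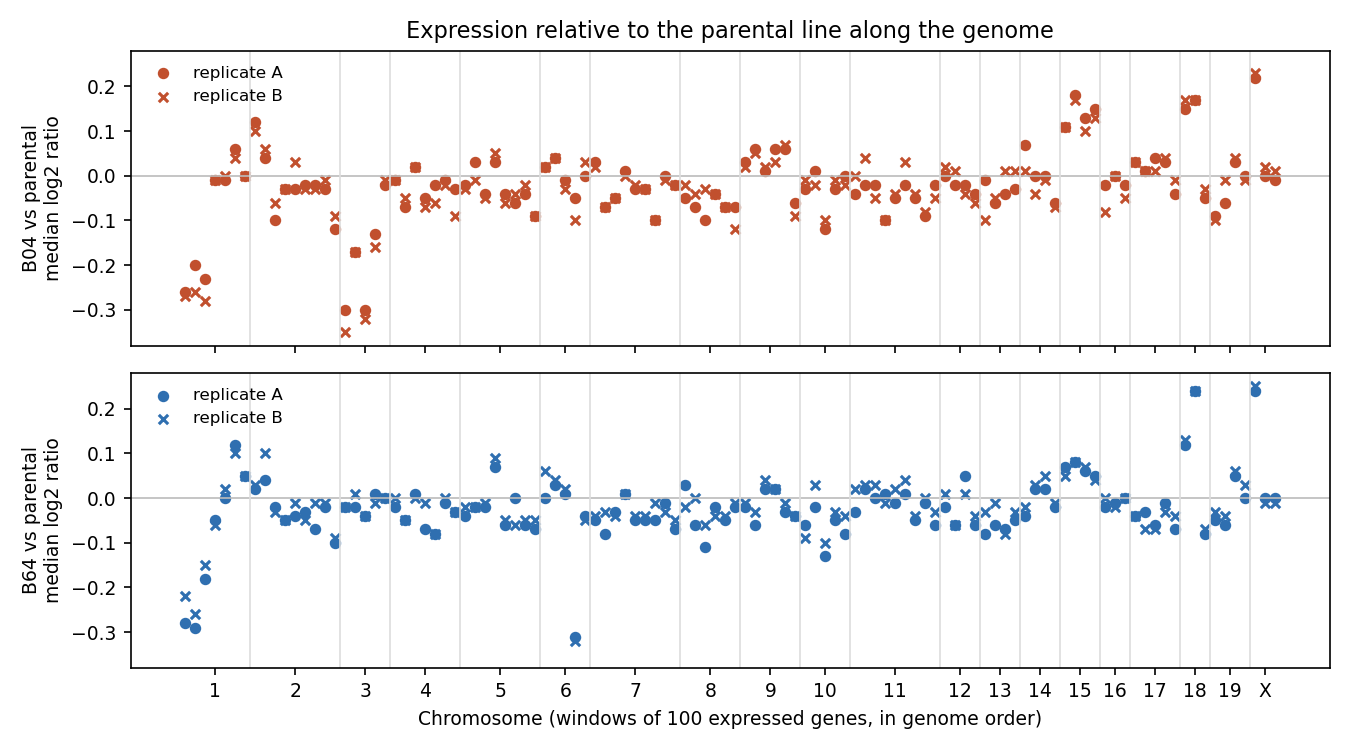
Median log2 ratio to the parental line (vertical axis) in windows of 100 expressed genes in genome order (horizontal axis, chromosomes separated by lines), for B04 above and B64 below, with a mark for each replicate. Replicates of a line lie close together, and the first window of chromosome 3 is at -0.30 and -0.35 in the B04 libraries and at -0.02 in the B64 libraries.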

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

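The tests of fragment-length classes and the marker test without Cd68 were chosen only after the results were seen. The results in this part were singled out because the effects of B04 and B64, each relative to the parental line, differed when the lines were compared directly.

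Among gene sets, interferon response genes had a median log2 difference of 0.84 between B64 and B04, with 60 of 67 higher in B64 (fgsea adjusted p = 6.43e-05). MHC class I presentation genes differed by 0.17 and ribosome biogenesis genes by 0.11 in the same direction. Lower in B64 than in B04 were DNA replication genes (-0.33), growth factor binding genes (-0.33) and cholesterol biosynthesis genes (-0.26). Without the genes the study displayed, these medians were -0.31, -0.19 and -0.10.

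Among named genes, the log2 difference of Arhgap30 between B64 and B04 was -10.36 (SE 0.73), or 873-fold against the floor of 3 counts. Log2 differences between B64 and B04 were -2.0 for Tgfb3, -1.59 for Slurp1, -1.36 for Tmem176b, -0.44 for Anxa1 and -0.31 for Nr3c1. They were 1.82 for Ifit1, 1.62 for Irf7, 1.49 for H2-T23, 1.23 for Irf8, 0.75 for Stat2, 0.65 for B2m, 0.49 for H2-K1 and 0.31 for H2-D1. Cd274 did not pass the threshold (log2 difference 0.51, SE 0.25, DESeq2 adjusted p = 0.139), which leaves a difference open.

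Technical explanations were tested for the interferon response genes. Reads shared between near-identical genes did not account for the rise in B64, since without gene families the median was 0.60 relative to the parental line. Fragment length did not account for the difference between the clones, since the median was 0.86 between B64 and B04 replicate B, which all had short fragments. RNA from leukocytes was tested with marker genes listed before the data were examined, and their summed TPM was 1.75 higher in B64 on the log2 scale. That rise came from Cd68, at 39.62 and 36.06 TPM in B64 and 10.68 and 10.12 TPM in the parental line. The log2 ratio of the other markers' summed TPM was -0.69. These sums were low and variable, at 1.12 and 1.02 TPM in the parental line, 0.77 and 1.86 in B04 and 0.69 and 0.64 in B64. The gap between the B04 replicates is wider than that between B64 and the parental line, so the ratio is uncertain. Ptprc was at most 0.01 TPM in each library. Apart from Cd68, the markers thus gave no support for leukocyte RNA in B64, and the source of the Cd68 rise itself was not tested. A change of the interferon response within line B64 may remain as a hypothesis.

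For the DNA replication genes, fragment length did not account for the rise in B04, since B04 replicate A had a median of 0.27 relative to the parental line among long-fragment libraries. G2 and M phase genes had a median log2 fold change of 0.26 in B04, with 39 of 40 higher, close to the 0.27 of the DNA replication genes. A larger share of cycling cells at harvest may therefore be a candidate explanation. Differences in culture state between the lines were not analysed here. For the other sets, medians between B64 and B04 replicate B, all with short fragments, were -0.33 for cholesterol biosynthesis, -0.28 for growth factor binding, 0.17 for MHC class I presentation and 0.10 for ribosome biogenesis, in the same directions as against both B04 libraries. For the differences of single genes between B64 and B04, no alternative was run and no technical explanation was tested. No biological explanation was tested for these sets or for the single genes.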

How the results depend on the processing

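The block for fragment-length class and the offset for GC content and length trends were chosen after seeing the data. Causes of the changes below were not tested unless a value is given.

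Counts of called genes stayed within 1.5 times of the reported ones under edgeR, TMM factors, both low-count settings, fits to the libraries compared, the effective-length offset, thinning and a stricter adjusted p of 0.01. The replicate block gave 2655, 1716 and 2638 genes for B04 against parental, B64 against parental and B64 against B04, and 2637, 1766 and 2572 with the GC content and length offset as well. That offset alone gave 3461, 2445 and 3330 genes. In the same order, limma on log2(TPM + 1) called 1966, 1258 and 2054 genes, and a fold change of at least 2 left 471, 362 and 438. Leaving out a library of the third line gave 2554 to 2577, 1750 to 1772 and 2696 to 2758 genes. With fragment-length class as a block the counts were 1596, 340 and 1625. Of the 340 genes, 335 were also among those first called. The parental line and B64 share no class, so this fit compares them only through the B04 libraries and is less precise. Comparisons with B04 rest on its library of the shared class, replicate A for the parental line and replicate B for B64. The lower counts do not show that the other calls were due to fragment length.

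The correlation of the clones' changes moved from 0.37 to 0.51 with the same parental libraries for both, to 0.30 for genes with a mean count of at least 100 and to 0.32 on log2(TPM + 1), and ranged from 0.33 to 0.38 across the fits that each left out a clone library. The ratio of distances between and within lines stayed above 1 in each alternative, but its test could not pass 0.05 in any of them. All 38 study genes stayed past the threshold in the stated direction under edgeR, the replicate block and the effective-length offset, and 31 did so with fragment-length class as a block.

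Cholesterol biosynthesis, DNA replication and ribosome biogenesis genes in B04 kept their direction and stayed past the threshold in each alternative with a test. So did interferon response and growth factor binding genes in B64. The growth factor binding median in B64 ranged from -0.27 with the effective-length offset to -0.03 without the genes the study displayed. Leaving out a library of either line compared gave medians from 0.20 to 0.28 for DNA replication, -0.20 to -0.16 for ribosome biogenesis and 0.08 to 0.18 for glucocorticoid response in B04, and -0.18 to -0.09 for growth factor binding in B64. Glucocorticoid response in each contrast, and growth factor binding in B04, did not pass the threshold in the reported test and changed the sign of their enrichment score in some alternatives. For glucocorticoid response in B04 this happened with the effective-length offset (median 0.12) and the GC content and length offset (0.09). Ranking by log2 fold change did so for glucocorticoid response in B64 against parental (0.14) and B64 against B04 (0.11), and for growth factor binding in B04 (0.15), as did cameraPR (0.15). Over all sets, 7 other values became weaker and 3 stronger. The stronger ones passed the threshold only in an alternative. They were glucocorticoid response in B64 against parental with cameraPR (adjusted p = 0.0178), and MHC class I presentation in B04 with cameraPR (0.00876) and edgeR (0.0400). Ranking by log2 fold change gave 6 of the weaker ones, with adjusted p-values of 0.376 for interferon response in B04, 0.0582 for cholesterol biosynthesis and 0.723 for ribosome biogenesis in B64, and 0.0525, 0.252 and 0.0582 for cholesterol biosynthesis, MHC class I presentation and ribosome biogenesis between B64 and B04. Growth factor binding between B64 and B04 had 0.0729 without the genes the study displayed.

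With fragment-length class as a block, the log2 fold changes of the pseudogenes Gm10259 and Rpl30-ps9 in B64 reversed to -0.89 and -0.44. For single genes, 26 other values became weaker and 332 kept their direction and side of the threshold. Leaving out a library moved 33 of their values by more than the spread between replicates and left 147 within it.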

Other observations

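The tests with GC content and length trends removed, and the test of genes that part the libraries by fragment length, were chosen only after the results were seen.

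Fragment length split the libraries across the lines. In 1696 of 11996 genes, the 3 short-fragment libraries lay all above or all below the 3 long-fragment libraries. When the B04 libraries traded places, which parts the lines in the same way, 1087 genes did so, a ratio of 1.56. With a gap over 1 on the log2 scale, the counts were 15 and 2 genes. Genes with an effective length under 100 bases held 4.2% to 4.5% of all TPM in the long-fragment libraries and 1.5% to 1.8% in the short-fragment ones. A library batch that differs in fragment length may therefore add to the genes called between B64 and the parental line. The log2 fold changes of that contrast correlated across genes with the ratio of B04 replicate B to replicate A at r = 0.14. This ratio rests on single libraries, whose noise weakens the correlation, so it sets no limit on the share of calls due to fragment length.

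GC content and gene length were weighed as sources of the called genes. Spearman's rho across genes between log2 fold change and GC content was 0.16 in B04 and 0.12 in B64, and between log2 fold change and gene length it was -0.08 in B04 and -0.15 in B64. The length trend in B04 was under the bound set beforehand, and the others cannot be told apart from a weak bias. Removing these trends gave 3461 and 2445 called genes, which included 2734 of the 3181 and 1881 of the 2157 genes first called. Any trend left after the offset was not tested.

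Expression changed in blocks along chromosomes. The medians of windows of 100 expressed genes spread 2.62 times as widely in B04, and 2.63 times in B64, as after shuffling gene order. The same ratio between replicates of one line was 1.56 in the parental line, 1.13 in B04 and 1.11 in B64. With GC content and length trends removed, the ratios were 2.47 in B04 and 2.57 in B64, and 1.08, 0.94 and 1.11 between replicates. Over all of chromosome 15, the median log2 ratio to the parental line was 0.184 and 0.183 in the B04 libraries. Over chromosome 3 it was -0.173 and -0.18. In the windows with GC content and length trends removed, B04 medians were lower on chromosome 15, from 0.10 to 0.16. On chromosome 3 they ranged from -0.32 to -0.02. In the low window of chromosome 6 in B64, 79 of 100 genes were lower. These blocks are consistent with differences in chromosome copy number between the clones and the parental line, as a hypothesis. DNA copy number was not analysed here, and regional regulation of expression was not tested. Since chromosome 1 and chromosome X windows shifted in both clones, part of the correlation between the clones' changes may have this source, which was not tested.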
